A study of Mus musculus with 38 samples.

How the data were processed

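Gene expression was measured in the dorsal striatum of 19 male mice carrying a Drd2-Cre transgene, 10 control mice (N1 to N10) and 9 mice exposed to chronic restraint (C1 to C9). Per the labels' protocols, restraint lasted 6 h per day for 21 days, control mice were handled for about 3 min per day, and brains were taken 3 days after the last session. Fixed, paraffin-embedded sections were stained by RNAscope, a fluorescent in situ hybridisation, for the dopamine receptor transcripts Drd1 and Drd2. The staining defined a D1-enriched and a D2-enriched segment in a single region of each mouse, which gave 38 segments. GeoMx is a method in which gene-specific probes carry indexing oligonucleotides that ultraviolet light releases from a chosen segment for sequencing. The probe set was the mouse whole-transcriptome one and the sequencer an Illumina NovaSeq, per the labels.

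The deposited per-segment files hold counts for each probe after removal of duplicate molecules, made with the GeoMx NGS pipeline version 2.3.3.10, per the file headers. They list 20175 probes by identifier and pair no probe with a gene. The authors also deposited a table of the whole series with 13388 genes, which holds raw counts per gene, normalized log2 values, group means of those log2 values, linear fold changes of stress over control, and p-values and q-values for each compartment. The rule by which the authors chose those genes, the test behind their p-values and q-values, and the adjustment are not given in the sources used here. From the values, each deposited log2 value equals the log2 of the raw count times a factor per segment within 0.02 for 13387 of the 13388 genes, and D830030K20Rik is the exception. Those factors bring the third quartile of the listed genes to between 46.1 and 47.3 in every segment. The deposited fold change, a ratio, equals 2 to the power of the difference of the authors' mean log2 values within rounding.

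Probes were named by matching their counts over all 38 segments with the raw counts of the table. Of the 13388 genes, 13303 matched a probe with equal counts in every segment and 85 matched once a count of 0 was read as 1, which is how the table writes it. The remaining 6787 probes have no name here and stayed out of library sizes and of the tests of named genes. They were tested apart, with the scaling of the named genes. Named genes held between 76.3% and 88.9% of the counts of a segment. The probes that serve as negative controls could not be told apart among the unnamed probes, so the limit of quantification was not computed, and a mean count of at least 20 was the stricter filter. The table gives a position for 13357 genes, without a genome build. Of 13346 positions matched by Entrez identifier to the RefSeq gene table for GRCm38.p6, 13215 (99.0%) fell inside the span of the gene. Exon and UTR positions were not determined, since only the spans of genes were used here. The number of per-sample columns of the table left unused was 0.

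Each collection plate was sequenced as its own run, per the file headers. Plate 1 held 7 control and 6 stressed mice and plate 2 held 3 of each. The total count in named genes ranged from 162065 to 1118754 per segment, and the mean count per gene had a median of 23.9, so counting error limits what can be seen of small changes in a typical gene.

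All 5 comparisons used edgeR 4.0.16 in R 4.3.3 on the deposited counts, with TMM factors, filterByExpr, quasi-likelihood fits (glmQLFit, glmQLFTest) and Benjamini-Hochberg adjusted p under 0.05. The D2 against D1 comparison and the stress by compartment interaction used all 38 segments with the mouse as a block. Stress was compared with control within D2, within D1 and on the sum of both segments of each mouse, with the plate as a covariate and 1 value per mouse. Standard errors were taken as the log2 fold change divided by the square root of its F statistic. Levels are log2 CPM with TMM factors and a prior count of 2. For D2 against D1, a mouse was counted in the direction of a change when its D2 minus D1 difference had the sign of the change. In the stress comparisons, a stressed mouse was counted when its log2 CPM lay on that side of the mean of the control mice (for the sums, the mean log2 CPM of both segments), and in the interaction when its D2 minus D1 difference lay on that side of the mean difference of the control mice.

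The 2 segments of a mouse come from the same animal, so the pairing is given by the labels. Deviations from the group means correlated between both segments of a mouse at 0.111 to 0.741 (median 0.316), against a median of 0.00627 for segments of different mice. With no replicate block the D2 against D1 comparison called 428 genes in place of 1213. A chi-square test of the counts of 162 segment pairs within groups gave between 1.09 and 7.39 per degree of freedom, and 0 pairs were identical, so each segment was counted once.

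Genes to be named were chosen by a rule written before the data were examined. In each comparison it takes the calls with mean log2 CPM above the median, up to 5 with the largest rise and 5 with the largest fall, for D2 against D1 only where at least 17 of 19 mice changed the same way. Where fewer than 3 pass, it takes the 3 genes with the smallest p. Drd1, Drd2, Penk, Adora2a, Tac1 and Pdyn served as a check of the compartments. Up to 5 members of a gene list were named where they passed 0.05 adjusted over the list alone. A gene that the rule also named is not reported here, and no other took its place. Other genes named for a single setting were chosen after their values were seen.

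In all, 15 gene lists were also written before the data were examined. They covered D1 neurons, D2 neurons, striatal interneurons, oligodendrocytes, astrocytes, microglia, vessel and blood, synaptic vesicle release, postsynaptic density and glutamate receptors, GABA synapse, striatal projection neuron signalling, oxidative phosphorylation, cytosolic ribosome, immediate early genes and glucocorticoid responsive genes. Of the vessel and blood list only 3 of 10 members were among the named genes, of the cytosolic ribosome list 22 of 25 and of the glucocorticoid list 11 of 13. The interneuron, oligodendrocyte and microglia lists each lacked 1 member, and the other lists were complete. A list score is the mean log2 CPM of its members in a segment. Scores of D2, of D1 and the D2 minus D1 difference per mouse were compared between groups by a two-sided exact permutation test over 92378 splits of the mice, with Benjamini-Hochberg adjustment over 45 tests. The mean fold change of each list was also placed among 10000 random lists drawn from the 200 genes nearest in abundance to each member.

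Alternatives were upper quartile factors, DESeq2 1.42.0, no filter, the mean count filter, limma 3.58.1 on the authors' log2 values, each mouse left out, mice with a segment whose total was under 1/3 of the median left out (mouse N1), each plate alone, no plate term, depth as a covariate, other blocks, and limma voom over all segments. For list scores they were other prior counts, members at unit SD, permutation within plate, and camera. The log2 ratio of named to unnamed counts as a covariate, robust dispersions in edgeR (which let genes more variable than the rest keep their own spread), subtraction of the median unnamed count of each segment, and list scores without mouse C4 were chosen after seeing the data. Exact permutations of the mice for the genes named in the stress comparisons were also added then, and their p-values are unadjusted and belong to genes picked for a small p in the same mice. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 was used for the permutation tests and figures.

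The fits were tested on simulated data, with counts drawn from the real means and library sizes and 200 genes changed. The change was applied to the whole count of a gene, with no separate background. For stress in D2, 70.1%, 98.5% and 95.5% of genes changed 1.5-fold, 2.0-fold and 3.0-fold were recovered over 13371 genes, and 11 of 187 calls were false. For stress in D1 the shares were 52.2%, 94.0% and 97.0% over 13314 genes, with 12 of 174 calls false. For the interaction they were 41.8%, 89.6% and 100% over 13388 genes, with 8 of 162 calls false. For the sums per mouse they were 85.1%, 100% and 100% over 13388 genes, with 9 of 199 calls false. For D2 against D1 they were 89.6%, 100% and 100% over 13388 genes, with 25 of 218 calls false. For list scores, log2 CPM values were drawn instead, independently for each gene and segment, from the mean and SD of the gene. A list shift of -0.5 planted in D2 was found as -0.47 with an adjusted p of 0.000974, and as -0.44 in the interaction with an adjusted p of 0.0619, which did not pass. Of the 43 lists and contrasts with no shift, 0 were called by the exact permutation test. Members of a real list vary together, so these outcomes do not measure the power of the real list tests.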

Results

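Transcript levels were measured in 38 segments of the dorsal striatum, a D1-enriched and a D2-enriched segment from each of 10 control mice and 9 mice restrained for 6 h per day over 21 days. Medium spiny neurons of the striatum fall into a class that expresses the dopamine receptor Drd1 and a class that expresses Drd2, and the segments were drawn to separate these classes. The questions were how the compartments differ, how chronic restraint changed expression in each compartment, and whether the change, in particular of synaptic genes, was greater in D2.

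The depth of each segment was taken as its total count in named genes. In all, 5 measures were compared between groups in D2, in D1 and as the D2 minus D1 difference. The totals in named genes and in all probes measure depth. The share of counts in named genes and the log2 ratio of named to unnamed counts measure named against unnamed signal. Aligned reads per count was the last. The totals overlap, and so do the share and the ratio. Benjamini-Hochberg adjustment over these 15 tests left none under 0.05, the lowest adjusted p being 0.570 over all mice and 0.113 within plates, and the p-values below are unadjusted. The total averaged 557365 ± 202071 (SD, n = 10) in D2 segments of control mice and 490819 ± 163629 (SD, n = 9) in those of stressed mice, a difference within the spread between mice (two-sided exact permutation test, p = 0.436). In D1 segments it averaged 582384 ± 278362 (SD, n = 10) and 477668 ± 132172 (SD, n = 9; exact permutation test, p = 0.327). The D1 segment of mouse N1 had the lowest total, 162065, and that of mouse N10 the highest, 1118754. Within plates the p-values of these differences were 0.385 in D2 and 0.268 in D1 (exact permutation tests). Plate 1 segments averaged 462790 ± 178936 (SD) and plate 2 segments 673444 ± 172520 (SD).

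The share of counts that fell in named genes was 85.4% ± 2.03 (SD, n = 10) in D2 of control mice and 83.5% ± 3.22 (SD, n = 9) in D2 of stressed mice (exact permutation test, p = 0.152, and p = 0.0716 within plates). In D1 it was 86.2% ± 2.21 (SD, n = 10) and 84.5% ± 3.25 (SD, n = 9), with p = 0.190 and 0.0779 within plates by the same exact test. Without mouse C4, whose share was 76.3% in D2 and 77.3% in D1, the exact p-values were 0.329 and 0.405. The share was lower in D2 than in D1 in 19 of 19 mice, by -0.887 percentage points on average (exact sign-flip test, p = 3.81e-06, the smallest that it can give). The difference between the compartments did not differ detectably between stressed and control mice (exact permutation test, p = 0.522). Aligned reads per count, a measure of how often each molecule was sequenced, averaged 14.8 ± 5.98 (SD, n = 10) in D2 of control and 12.7 ± 5.28 (SD, n = 9) in D2 of stressed mice, with an exact permutation p of 0.457, and of 0.00752 within plates. In plate 1 alone the means were 18.4 and 16.2 (exact p = 0.0210), and in plate 2 alone 6.31 and 5.89 (exact p = 0.400). In D1 the exact p was 0.802, and 0.493 within plates.

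**Figure D1:**
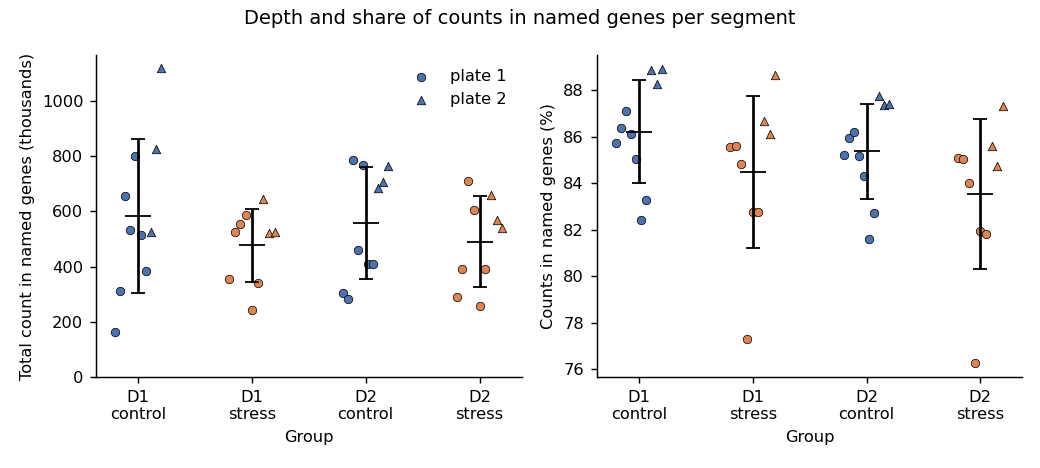
Total count in named genes (left) and percent of all counts that fell in named genes (right) for each of the 38 segments by group, with circles for plate 1, triangles for plate 2 and bars for the mean ± SD. Totals of stressed and control mice overlap, and the D1 and D2 segments of mouse C4 lie lowest in share, at 77.3% and 76.3%.

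The D2 and D1 compartments were compared within mice to measure how far the segments were separated. With edgeR's quasi-likelihood test, 1213 of 13388 genes passed an adjusted p of 0.05, 418 higher and 795 lower in D2. In simulated data 25 of 218 calls of this test were false, so the share of false calls may exceed 0.05. With upper quartile factors 1075 genes passed, 548 higher and 527 lower, so the balance of directions depended on the scaling. The alternative that moved the count most was the ratio of named to unnamed counts as a covariate, chosen after seeing the data, which left 79 genes.

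The receptors that defined the segments differed in all mice. Drd2 (Entrez 13489, probe at chromosome 9, 49395619 to 49395654) had 5.40 ± 0.42 log2 CPM in D1 and 8.10 ± 0.37 in D2 of control mice (SD, n = 10), and 5.45 ± 0.31 and 7.97 ± 0.49 in stressed mice (SD, n = 9). Its log2 fold change was 2.72 (SE 0.069, adjusted p 1.01e-88, higher in 19 of 19 mice). Drd1 (Entrez 13488, chromosome 13, 54054059 to 54054102) had 8.45 ± 0.35 in D1 and 5.45 ± 0.39 in D2 of control mice (SD, n = 10), and 8.21 ± 0.55 and 5.40 ± 0.52 in stressed mice (SD, n = 9). Its log2 fold change was -2.95 (SE 0.067, adjusted p 6.28e-97, lower in 19 of 19 mice). Positions are those of the deposited table, whose genome build is not given in the sources used here, and exon or UTR positions were not determined.

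Among abundant genes the largest rises in D2 were Penk at 4.36 (SE 0.032; Entrez 18619, chromosome 4, 4133893 to 4133928), Adora2a at 4.07 (SE 0.045; Entrez 11540, chromosome 10, 75326116 to 75326155), Gpr6 at 3.46 (SE 0.065) and Grik3 at 2.90 (SE 0.071). The largest falls after Drd1 were Pdyn at -2.74 (SE 0.070; Entrez 18610, chromosome 2, 129688237 to 129688272), Chrm4 at -2.59 (SE 0.060), Tac1 at -2.53 (SE 0.048; Entrez 21333, chromosome 6, 7556684 to 7556718) and Slc35d3 at -2.17 (SE 0.074). Each of these had the same direction in 19 of 19 mice, and the largest adjusted p among them was 1.68e-68, for Slc35d3. Penk still had 8.66 ± 0.30 log2 CPM in D1 segments of control mice (SD, n = 10), against 13.04 ± 0.21 in D2.

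Stress was compared with control in the D2 compartment on 19 segments with the plate as a covariate. By edgeR 1 of 13374 genes passed, and 1294 had an unadjusted p under 0.05, where 668.7 would if no gene had changed. That number was 832 without mouse C4 and 599 with no plate term. DESeq2 called 0 genes, with 994 at an unadjusted p under 0.05, limma on the authors' log2 values called 0, with 1169, and limma voom over all segments called 1, with 1428. Plate 2 alone moved the count most, to 6 genes, and robust dispersions gave 0. Of the genes at an unadjusted p under 0.05, 634 were higher and 660 lower, but 1052 and 372 with upper quartile factors, so the balance of directions depended on the scaling here too.

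The gene that passed was Egr1, a transcription factor of the immediate early class (Entrez 13653, chromosome 18, 34863005 to 34863042). It had 9.64 ± 0.56 log2 CPM in D2 of control mice (SD, n = 10) and 8.75 ± 0.58 in D2 of stressed mice (SD, n = 9), a log2 fold change of -0.91 (SE 0.18, adjusted p 0.0406 by edgeR, lower in 9 of 9 stressed mice). The call was not stable. With robust dispersions, added after seeing the data, the same fold change had an SE of 0.22 and an adjusted p of 0.348. An exact permutation of the mice gave an unadjusted p of 0.00354 for Egr1 in D2, and 0.0037 within plates. Its fold change was -1.04 in plate 1 alone and -0.66 in plate 2 alone. With the ratio of named to unnamed counts as a covariate it was -0.51, and 0 genes passed. The edgeR adjusted p rose above 0.05 in 13 of 19 fits that left out a mouse: 0.0677 without N1, 0.211 without N2, 0.0600 without N3, 0.187 without N4, 0.138 without N5, 0.163 without N8, 0.188 without N10, 0.0553 without C2, 0.0839 without C4, 0.223 without C5, 0.182 without C6, 0.0759 without C7 and 0.0815 without C9. Leaving out N9 or C8 gave 2 calls, Egr1 and Nr4a1, at an adjusted p for Nr4a1 of 0.0204 and 0.0289. The next smallest p belonged to Nr4a1 at -0.77 (SE 0.18, adjusted p 0.373, lower in 8 of 9) and Zfp266 at 0.62 (SE 0.15, adjusted p 0.373, higher in 7 of 9), and neither passed with all mice.

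In the D1 compartment edgeR called 0 of 13330 genes for stress against control, with 1270 at an unadjusted p under 0.05, where 666.5 would if no gene had changed, and with 925 without mouse C4 and 566 with no plate term. Of the 1270 genes 596 were higher and 674 lower, against 989 and 354 with upper quartile factors. DESeq2 called 0 genes (954 at an unadjusted p under 0.05), limma on the authors' log2 values 0 (1224) and limma voom 0 (1390). The smallest p belonged to Cldn11 at -0.59 (SE 0.14, lower in 9 of 9 stressed mice), Cct4 at -0.51 (SE 0.12, lower in 9 of 9) and Olfr1370 at 0.79 (SE 0.19, higher in 9 of 9), each with an adjusted p of 0.277 by edgeR. Plate 2 alone called 1 gene, Erdr1, named after its value was seen. Olfr1370 belongs to a large family of similar genes, so probe cross-reaction is open for it.

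The interaction tested whether the change with stress differed between D2 and D1. By edgeR 1 of 13388 genes passed and 644 had an unadjusted p under 0.05, where 669.4 would if no gene had changed. DESeq2 called 0 genes (170 at an unadjusted p under 0.05), limma on the authors' log2 values 0 (685) and limma voom 0 (625). The gene that passed was again Egr1, with a difference of -0.32 (SE 0.065, adjusted p 0.0357, in that direction in 8 of 9 stressed mice). In D1 its level was 10.17 ± 0.44 log2 CPM in control mice (SD, n = 10) and 9.58 ± 0.61 in stressed mice (SD, n = 9), a fold change of -0.59 (SE 0.17, adjusted p 0.320, lower in 7 of 9). The D2 minus D1 difference of Egr1 per mouse averaged -0.53 ± 0.21 (SD, n = 10) in control and -0.83 ± 0.22 (SD, n = 9) in stressed mice, with a standard error of the group difference over mice of 0.099 and an exact permutation p of 0.00843 unadjusted. With robust dispersions the adjusted p was 0.361, and with no replicate block 0 genes were called. The adjusted p rose above 0.05 in 8 of 19 fits that left out a mouse: 0.119 without N2, 0.0730 without N3, 0.118 without N4, 0.116 without N5, 0.132 without C2, 0.310 without C7, 0.103 without C8 and 0.154 without C9. Mrpl38 at -0.71 (SE 0.17, adjusted p 0.122, in 9 of 9) had one of the next smallest p and did not pass with all mice. Leaving out N6 gave 3 calls, Egr1, Mrpl38 and Igkc, and leaving out N10 or C4 gave 2, Egr1 among them. An exact permutation gave an unadjusted p of 0.000195 for Mrpl38. With robust dispersions its edgeR adjusted p was 0.3245 and its SE 0.1667, so it did not pass there either.

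**Figure D2:**
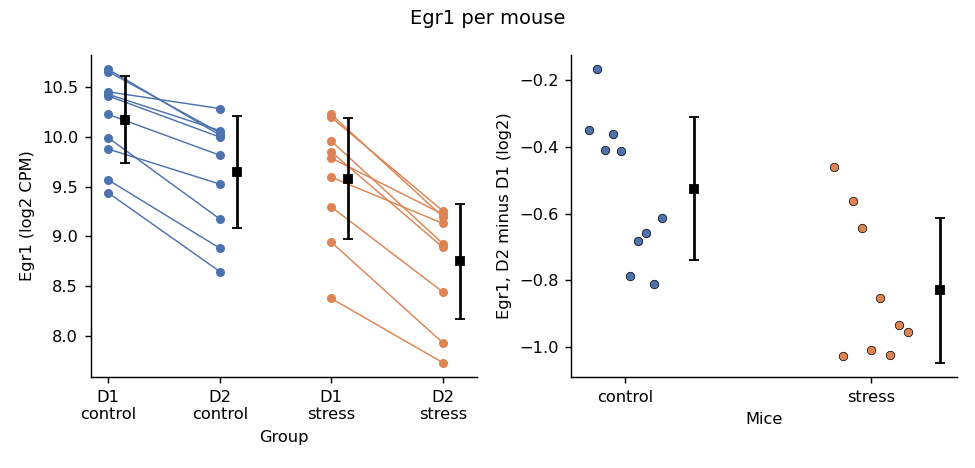
Egr1 in log2 CPM per mouse (left, lines join the D1 and D2 segments of a mouse, in the order D1 control, D2 control, D1 stress, D2 stress) and the D2 minus D1 difference in log2 units per mouse (right), with blue for control, orange for stress and black squares with bars for the mean ± SD. Means fell from 9.64 to 8.75 in D2 and from 10.17 to 9.58 in D1, and the difference averaged -0.53 in control and -0.83 in stressed mice, with overlapping values.

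With both segments of a mouse summed, edgeR called 0 of 13388 genes for stress against control, with 1556 at an unadjusted p under 0.05, where 669.4 would if no gene had changed. That number was 986 without mouse C4 and 575 with no plate term. DESeq2 called 0 (1291 at an unadjusted p under 0.05) and limma on the authors' log2 values 0 (1502). The smallest p belonged to Mfsd14a at -0.47 (SE 0.098, adjusted p 0.263), Iqcm at 0.52 (SE 0.12, adjusted p 0.276) and Pcgf2 at 0.43 (SE 0.098, adjusted p 0.276), each in that direction in 9 of 9 stressed mice. Plate 2 alone called 4 genes, B2m, Erdr1, Gskip and Hspa8, named after their values were seen.

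Fold changes depended on abundance. Across genes, which are not independent replicates, Spearman's rho between the log2 fold change and mean abundance was -0.548 for stress in D2, -0.507 for stress in D1, -0.617 for the sums and -0.405 for D2 against D1, and -0.0082 for the interaction. The least abundant of 20 bins of genes had a median log2 fold change with stress of 0.16 in D2 and 0.12 in D1, and the most abundant bin -0.18 and -0.17. The ratio of named to unnamed counts as a covariate, chosen after seeing the data, moved rho most, to 0.0354 in D2 and 0.0528 in D1. Of the mice left out in turn, C4 moved it most, to -0.3255 in D2, -0.2715 in D1 and -0.3848 in the sums.

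**Figure D3:**
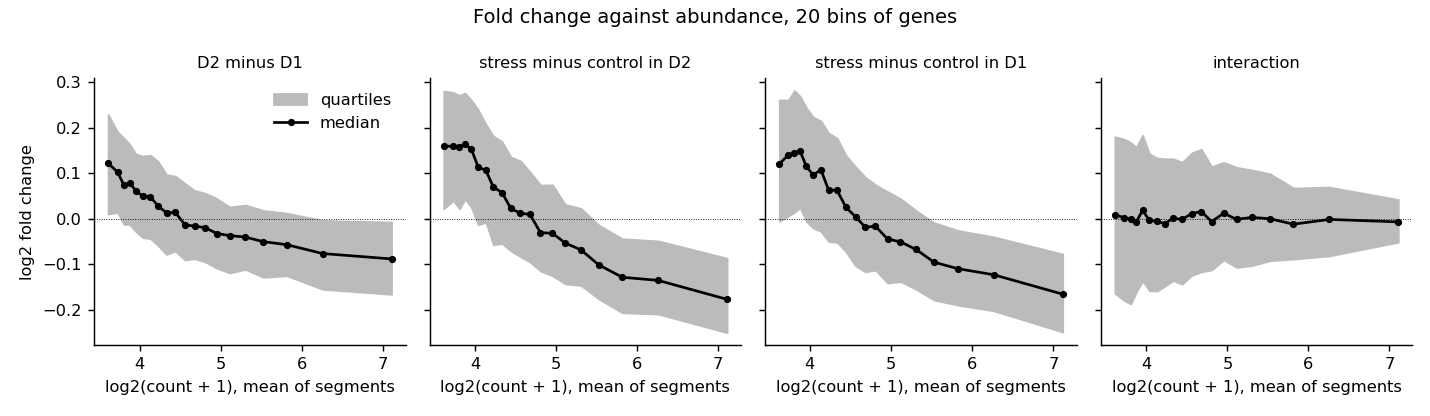
Log2 fold change against mean abundance, as the mean over segments of log2(count + 1), in 20 bins of genes, with points for the median of each bin and grey bands for its quartiles. Medians fall from 0.16 to -0.18 for stress in D2 and from 0.12 to -0.17 for stress in D1, and end at -0.09 for D2 minus D1 and -0.01 for the interaction.

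Of the 45 tests of list scores 0 passed, the lowest adjusted p being 0.745 (two-sided exact permutation tests), with 1 at an unadjusted p under 0.05. The immediate early list was that one, at 6.69 ± 0.35 (SD, n = 10) in D2 of control and 6.36 ± 0.25 (SD, n = 9) in D2 of stressed mice, a difference of -0.33 (exact p = 0.0351, adjusted p 0.745), with 13 of 16 members lower. The difference was -0.41 in plate 1 and -0.14 in plate 2. It was -0.22 in D1 (exact p = 0.303), and the difference between the compartments was -0.10 (exact p = 0.454).

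The synaptic lists were lower in stressed mice in both compartments by less than the spread between mice. Synaptic vesicle release scored 7.95 ± 0.26 (SD, n = 10) in D2 of control and 7.74 ± 0.37 (SD, n = 9) in D2 of stressed mice, a difference of -0.21 (exact p = 0.165) with 25 of 25 members lower. In D1 the difference was -0.17 (exact p = 0.235, 24 of 25 lower), and the D2 minus D1 difference changed by -0.04 (exact p = 0.151). Permuted within plates, the exact p-values were 0.0697 in D2 and 0.103 in D1, with differences of -0.27 and -0.21 in plate 1 and -0.13 and -0.13 in plate 2. Without mouse C4 the vesicle differences were -0.12 in D2 and -0.08 in D1. The postsynaptic list changed by -0.13 in D2 and -0.15 in D1 (exact p = 0.321 and 0.281), and its D2 minus D1 difference changed by 0.02 (exact p = 0.549). The GABA synapse list changed by -0.09 and -0.11 (exact p = 0.324 and 0.233), and its D2 minus D1 difference changed by 0.01 (exact p = 0.654), or by -0.0018 on the authors' log2 values.

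For the remaining lists the stress differences are given in the order D2, D1 and D2 minus D1. Striatal projection neuron signalling changed by -0.27, -0.24 and -0.03 and oxidative phosphorylation by -0.13, -0.15 and 0.02. Cytosolic ribosome genes changed by -0.05, -0.03 and -0.02, with the D2 and D1 values above 0 under upper quartile factors (0.0046 and 0.02). Glucocorticoid responsive genes changed by -0.02, 0.03 and -0.05, with 0.03 in D2 under upper quartile factors. D1 neuron genes changed by 0.0040, -0.07 and 0.08. D2 neuron genes changed by -0.12, -0.02 and -0.11, with 0.03 in D1 under upper quartile factors. Interneuron genes changed by -0.03, 0.13 and -0.16, with 0.02 in D2 under those factors. In D2 the interneuron difference was -0.28 in plate 1 and 0.50 in plate 2 (3 mice per group), so -0.03 averages opposite signs. Oligodendrocyte genes changed by -0.10, -0.18 and 0.08, astrocyte genes by -0.11, 0.01 and -0.12 and microglia genes by -0.16, -0.20 and 0.04. The 3 vessel and blood genes changed by 0.00014, -0.0082 and 0.0084. They were at 0.04 in D1 under upper quartile factors and at -0.0047 between the compartments on the authors' log2 values. In D2 the astrocyte difference was -0.27 in plate 1 and 0.25 in plate 2. Smaller differences of some other lists also changed sign between the plates. The score and the mean fold change of the members differed in sign for interneuron genes in D2 (mean 0.04), D2 neuron genes in D1 (mean 0.01), astrocyte genes in D1 (mean -0.03) and vessel and blood genes in D1 and between the compartments (means 0.06 and -0.03). The median fold change of the members was below 0 where the score was above it for D1 neuron genes in D2 (-0.03), astrocyte genes in D1 (-0.05), glucocorticoid responsive genes in D1 (-0.03), and between the compartments for the postsynaptic list (-0.00495) and vessel and blood genes (-0.11). It was above 0 where the score was below it for interneuron genes in D2 and vessel and blood genes in D1 (both 0.08). The lowest unadjusted p among these was 0.116, for oligodendrocyte genes in D1. Camera with its preset correlation of 0.01 called 15 of the 45, and with the correlation estimated from the data it called 0, so none of the 15 held.

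**Figure D4:**
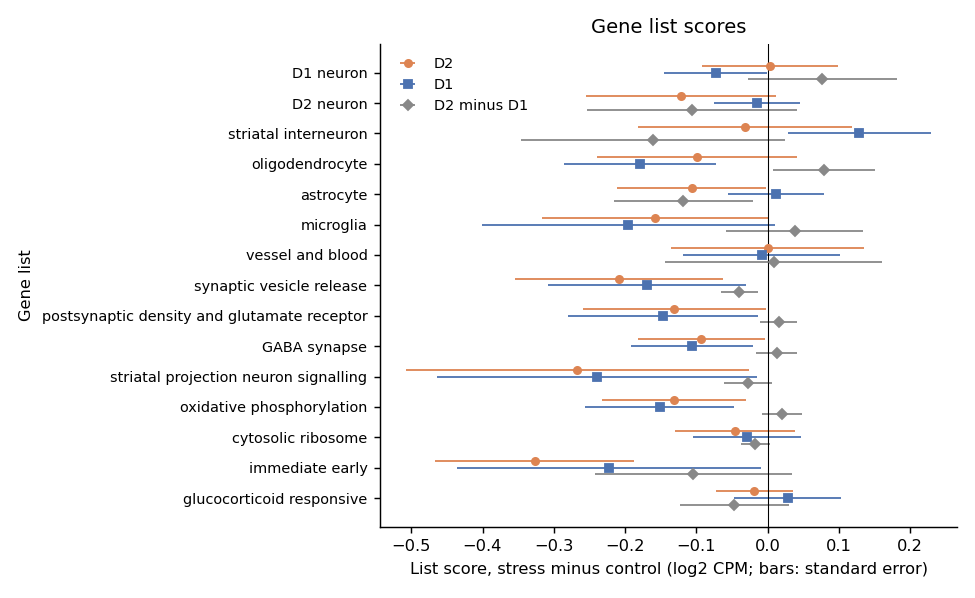
Difference of list scores, stress minus control, in log2 CPM for 15 gene lists in D2 (circles), D1 (squares) and as the D2 minus D1 difference (diamonds), with bars for the standard error over mice. The immediate early list has the largest fall, -0.33 in D2, and none of the 45 differences passed adjustment.

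Adjusted over the list alone, 7 of 16 immediate early genes passed for stress in D2, and the 5 with the smallest p were Egr1, Nr4a1, Nr4a3 at -0.52, Junb at -0.48 and Arc at -0.53. Over all genes tested only Egr1 did. In D1 the genes that passed over the list alone included Egr1, Nr4a1 at -0.56 and Nr4a3 at -0.51, as well as the oligodendrocyte genes Cldn11 and Mobp at -0.36 and the glucocorticoid responsive gene Sgk1 at -0.42, and over all genes 0 did. For the interaction the genes that passed over their lists alone included Egr1, Arc at -0.30 and Cldn11 at 0.48, and over all genes only Egr1 did. Exact permutations of the mice gave unadjusted p-values in D2 of 0.00904 for Nr4a1, 0.0399 for Junb, 0.0453 for Nr4a3 and 0.109 for Arc. In D1 these exact p-values were 0.00213 for Cldn11, 0.0232 for Egr1, 0.0420 for Sgk1, 0.0559 for Nr4a3, 0.0859 for Mobp and 0.101 for Nr4a1, and in the interaction 0.0610 for Cldn11 and 0.424 for Arc. For the other genes named for a small p they were 0.00572 for Zfp266 in D2, 0.000530 for Cct4 and 0.00677 for Olfr1370 in D1, and 0.00232 for Mfsd14a, 0.0017 for Iqcm and 0.0021 for Pcgf2 in the sums. Permuted within plates, which matches the plate term of the fits, the exact p-values in D2 were 0.01145 for Nr4a1, 0.0454 for Junb, 0.0161 for Nr4a3, 0.120 for Arc and 0.000233 for Zfp266. In D1 the within-plate values were 0.00128 for Cldn11, 0.0116 for Egr1, 0.0236 for Sgk1, 0.0633 for Nr4a3, 0.0842 for Mobp, 0.0762 for Nr4a1, 0.000291 for Cct4 and 0.000583 for Olfr1370. In the interaction they were 0.00347 for Egr1, 0.000262 for Mrpl38, 0.0611 for Cldn11 and 0.3955 for Arc, and in the sums 5.83e-05 for Mfsd14a, 0.00125 for Iqcm and 0.000874 for Pcgf2.

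The authors' log2 values are scaled to the third quartile, as are upper quartile factors, and the balance of directions shifts with that scaling. In the authors' deposited table the lowest q was 0.939 in D2 and 0.942 in D1. The authors' deposited table lists 625 genes with p under 0.05 in D2, 432 with a fold change above 1 and 193 below 1, and 614 in D1, 458 above and 156 below. Egr1 has a fold change of 0.552 in D2 (p 0.002, q 0.939) and 0.690 in D1 (p 0.019, q 0.942) in the authors' deposited table.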

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

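The tests of depth for mouse C4, of list scores without mouse C4, of background subtraction and robust dispersions for Egr1, and the exact permutation for Egr1, were chosen only after the result was seen. The depth covariate, the fits without each mouse and the single plates had been set beforehand, but using them to weigh Egr1 was decided after it was seen. The tests of background and of depth for the trend with abundance, and all splits of the mice, were set before their results were seen. A segment is described here when its gap to the nearest other segment of its group, as a share of the range of the group, passed the 95% limit of Dixon's test. Each of 168 groups holds the segments of 1 compartment and condition for 1 measure. In 5 of them a value stood apart, 2 of these in the same segment, and chance alone sets apart about 1 in 20 groups, so the number found is no more than chance gives.

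Mouse C4 had the lowest share of counts in named genes. In its D2 segment the share was 76.29%, against 81.8% to 87.3% in the other D2 segments of stressed mice, and in its D1 segment it was 77.3%. Low depth is argued against as the source, because the C4 D2 segment held 606171 counts in named genes and the median of its group was 541518. Its median count per unnamed probe was 25, the highest of all segments, so the share was low because the unnamed probes had more counts. What raised them stays open, since a single region of the mouse was measured, and no biological explanation was tested.

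The GABA synapse score of the C4 D2 segment was 6.81, against 7.29 to 7.58 in the other D2 segments of stressed mice. A low signal over background lowers the log2 CPM of abundant genes, and the GABA synapse list as a whole lay at percentile 73.99 of random lists matched on abundance in D2 and 60.43 in D1. Its fall with stress is therefore no larger than that of other genes of like abundance. The stress difference of the list was -0.09 in D2 and -0.02 without mouse C4.

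The 3 remaining segments each stood apart for a single gene. Drd1 was at 4.20 log2 CPM in the D2 segment of mouse C5, against 5.29 to 5.96 in its group. Cldn11 was at 4.80 in the D2 segment of mouse C6, against 6.01 to 6.73. Iqcm was at 6.10 in the D2 segment of mouse N7, against 4.92 to 5.47. These segments held 256982 counts in named genes (C5), 391201 (C6) and 411360 (N7). No technical or biological explanation was tested for them, and with 5 such values among 168 groups chance stays open for all 3.

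Egr1 was lower in stressed mice by more in D2 than in D1, with a difference of -0.3157 in the interaction. Several technical explanations are argued against by the size of the coefficient. It was -0.32 after subtraction of background against -0.30 on the same genes before it, -0.3253 with depth as a covariate, -0.2827 at its smallest when each mouse was left out, and -0.3024 in the plate where it lay nearer 0 against -0.3064 in the other. The significance is another matter. edgeR sets the spread of a gene partly from that of other genes, which understates the spread of a gene more variable than the rest. With robust dispersions, which let such genes keep their own spread, the fold change was the same while its standard error rose from 0.065 to 0.075, and the adjusted p rose from 0.0357 to 0.361. The call ended because the standard error grew and fewer degrees of freedom were lent to the gene. In D2 alone the standard error rose from 0.18 to 0.22 and the adjusted p from 0.0406 to 0.348. Of 100 splits of the mice into groups of the same sizes, the real one included, 60 called at least 1 gene in the interaction, the highest of the others 8, and 27 did so in D2, the highest of the others 25. Chance is therefore not excluded as the source of the single call in either comparison. By the number of genes at an unadjusted p under 0.05, for which no bound had been set, 4 of the 100 splits in D2 and 45 in the interaction reached the real 1294 and 644, with 1655 and 751 as the highest of the others. The count in D2 was 832 without mouse C4. That number covers all genes and does not bear on Egr1 alone. That Egr1 falls with stress by more in D2 may be put forward only as a hypothesis. It rests on a fold change that kept its direction in all 32 alternatives for the interaction, between -0.3674 and -0.2827, and on an exact permutation p of 0.00843 for a gene chosen because its p was small. Egr1 does not lead by every measure. Mrpl38, chosen in the same way, had a smaller exact permutation p of 0.000195. With robust dispersions its edgeR adjusted p was 0.3245, and neither gene passed.

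The 6787 probes without a gene name gave a signal outside the measured genes. With the scaling of the named genes their median log2 fold change with stress was 0.1886 in D2 and 0.1829 in D1, with 82.5% and 80.7% of them above 0, while 0 passed edgeR's test in either compartment (770 and 652 at an unadjusted p under 0.05). No other tool was run on them. These probes have low counts, with a median of their mean counts of 11.5, and among named genes those of low abundance rose as well. Subtracting the median unnamed count of each segment brought that trend from -0.314 to -0.0620 in D2 and from -0.273 to -0.0282 in D1, so a higher background relative to signal in stressed mice is a candidate explanation. Lower levels of abundant transcripts in stressed mice would raise the same probes, and this stays open. Of the 100 splits of the mice 5 in D2 and 13 in D1 gave a trend as strong, so chance is not excluded for it either.

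Between the compartments 6 unnamed probes were called by edgeR, 4 higher and 2 lower in D2, with a log2 fold change of up to 3.92 in size. Of all 6787 probes, 746 had an unadjusted p under 0.05. The median change of the unnamed probes was 0.10, so a background shared by all of them would not reach 3.92. What these 6 probes measure stays open, because they carry no gene name in the files used here, and no biological explanation was tested.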

How the results depend on the processing

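Robust dispersions, the signal over background covariate, background subtraction and list scores without mouse C4 were tests chosen only after the result was seen. The other alternatives had been set beforehand. For counts of called genes, 107 values lay within 1.5 times the reported count, 44 were lower and 10 higher. Where no reason is given, the cause was not tested.

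For D2 against D1 the count of 1213 went to 675 with DESeq2, 630 in plate 1 alone, 663 in plate 2 alone, 428 with no replicate block and 79 with the signal over background covariate. The single plates hold fewer mice, and the fit without the block leaves the differences between mice in the error. Leaving out each mouse gave 1059 to 1206. The 10 named genes kept their direction and their call under all 31 alternatives, but their sizes moved. The range was 4.22 to 4.46 for Penk, 3.65 to 4.26 for Adora2a, 3.24 to 3.59 for Gpr6, 2.84 to 3.00 for Grik3, 2.10 to 3.05 for Drd2, -3.03 to -2.91 for Drd1, -2.81 to -2.61 for Pdyn, -2.98 to -1.97 for Chrm4, -2.82 to -2.16 for Tac1 and -2.47 to -1.73 for Slc35d3.

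For stress in D2 the count of 1 went to 0 with DESeq2, with a mean count of at least 20, on the authors' log2 values, with low-depth mice left out, with the depth covariate, in plate 1 alone, with no plate term, with the mouse-number replicate block, with the signal over background covariate and with robust dispersions, and to 6 in plate 2 alone. Those 6 were Egr1, Arpp19, Hspa8, Erdr1, Gfap and Sst, named after their values were seen. At an unadjusted p under 0.05 these settings with 0 calls had, in the same order, 994, 784, 1169, 1184, 1267, 885, 599, 799, 538 and 1304 genes. Leaving out each mouse gave 0 to 2 genes, 0 in 13 of 19 cases: without N1, N2, N3, N4, N5, N8, N10, C2, C4, C5, C6, C7 or C9. It gave 2 without N9 or C8, when Nr4a1 joined Egr1. The result Egr1, stress against control in D2, kept its direction in all 33 alternatives, between -1.04 and -0.51, and its side of the threshold in 10, with adjusted p from 0.00304 in plate 2 alone to 0.962 with no plate term. For stress in D1 the count of 0 went to 1 in plate 2 alone (Erdr1), and for the sums per mouse from 0 to 4 in plate 2 alone (B2m, Erdr1, Gskip and Hspa8). Plate 2 holds 3 mice per group.

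For the interaction the count of 1 went to 0 with upper quartile factors, DESeq2, the authors' log2 values, plate 1 alone, plate 2 alone, no replicate block, limma voom over all segments and robust dispersions, to 3 with the depth covariate (Egr1 and Mrpl38 among them) and to 2 with the signal over background covariate (Egr1 among them). The settings with 0 calls had, in the same order, 639, 170, 685, 682, 618, 362, 625 and 644 genes at an unadjusted p under 0.05. Leaving out each mouse gave 0 to 3 genes: 0 without N2, N3, N4, N5, C2, C7, C8 or C9, 2 without N10 or C4 (Egr1 among them) and 3 without N6 (Egr1, Mrpl38 and Igkc). Egr1 kept its side of the threshold in 16 of 32 alternatives, with adjusted p from 0.00217 without C3 to 1.0 with no replicate block.

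A control and a stressed mouse share a number by label only. Deviations of same-numbered mice correlated between -0.381 and 0.560 in D1 (median 0.137) and between -0.375 and 0.541 in D2 (median 0.127), against a median of 0.316 for both segments of a mouse. With them as a replicate block 0 genes were called for stress in D2, as above, and the block changed no other call. Between the compartments, where both segments come from the same animal, omitting the block gave 428 genes and 0 in the interaction.

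Over all named genes 951 values kept direction and side of the threshold, 39 lost the call, 4 gained it and 0 reversed. The 39 all belong to Egr1, 23 in D2 and 16 in the interaction. The 4 gains were Nr4a1 in D2 (2) and Mrpl38 in the interaction (2). With the filter of a mean count of at least 20, Zfp266 and Olfr1370 were not tested.

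List scores gave 0 passing tests of 45 in every permutation setting, with a lowest adjusted p of 0.625 when permuted within plate, and 15 with camera at its preset correlation, which treats members as nearly independent. With an estimated correlation camera gave 0, with a lowest adjusted p of 0.543. Of the list scores 408 values kept their direction and side of the threshold and 39 reversed, none of them past the threshold. The cause was not tested. Single plates were not among these settings, and they gave reversals as well. In plate 2 alone interneurons in D2 were at 0.4987 and astrocytes in D2 at 0.2494. With upper quartile factors the D2 neuron list in D1 was 0.0324, interneurons in D2 0.0151, vessel and blood in D1 0.0401, ribosome 0.0046 in D2 and 0.0218 in D1, and glucocorticoid responsive genes in D2 0.0294. On the authors' log2 values the same lists were 0.0507, 0.0046, 0.0481, then 0.0295 for ribosome in D1 and 0.0296 for glucocorticoid responsive genes in D2, and in the interaction vessel and blood was -0.0047 and GABA synapse -0.0018. A prior count of 0.5 put vessel and blood in D2 at -0.0007. With members of a mean count of at least 20, astrocytes in D1 were at -0.0292, microglia in the interaction at -0.0062 and glucocorticoid responsive genes in D1 at -0.0529. With members at unit SD, the D2 neuron list in D1 was 0.0301, interneurons in D2 0.0239 and vessel and blood in D2 -0.0004.

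With low-depth mice left out, the D1 neuron list in D2 was -0.0078, the D2 neuron list in D1 0.0263, astrocytes in D1 -0.0258, vessel and blood 0.0397 in D1 and -0.0253 in the interaction, and glucocorticoid responsive genes in D1 -0.0028. After background subtraction, which left the vessel and blood list with no value, the D1 neuron list was -0.0501 in D2 and -0.0243 in the interaction, the D2 neuron list 0.016 and 0.0721, interneurons in D2 0.1109, GABA synapse in D2 0.0053, ribosome 0.0908 in D2 and 0.1003 in D1, and glucocorticoid responsive genes in D1 -0.1474. Without mouse C4 the D1 neuron list was -0.0311 in D2 and -0.0021 in the interaction, vessel and blood in D2 -0.039 and ribosome in D1 0.0051.

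The limit of quantification that had been planned as a filter could not be computed, because the negative control probes could not be told apart here, and the mean count filter took its place. A count of 0 does not exclude small changes. Depth was not varied in the simulation, so the limit cannot be put down to depth alone. On simulated counts at these depths 70.1% of genes changed 1.5-fold were recovered for stress in D2, 52.2% in D1, 41.8% in the interaction and 85.1% in the sums per mouse, and at least 89.6% of those changed 2.0-fold in each. Changes under 1.5-fold were not simulated.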

Other observations

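The tests of list scores without mouse C4, of depth for the share in D2 segments and of the signal over background covariate, and those of abundance, background, signal over background and plate for the immediate early list, were chosen only after the result was seen. The permutation tests of all lists and the fits without each mouse had been set beforehand, but reading the fit without C4 for the trend was decided after it was seen. The tests of background, depth and matched lists for the trend with abundance and for the synaptic lists, and the splits of the mice, were set before their results were seen.

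Fold changes with stress fell with abundance in both compartments, and so did those of D2 against D1. The tables argue against depth as the source, since with the total count as a covariate Spearman's rho was -0.576 in D2 and -0.533 in D1. Mouse C4 carried part of it, and without C4 rho was -0.3255 in D2 and -0.2715 in D1. The D2 value lay just beyond the bound set for arguing against C4 as the only source. The D1 value decides neither way. After subtraction of the median unnamed count, rho over 4727 genes went from -0.314 to -0.0620 in D2, from -0.273 to -0.0282 in D1 and from -0.158 to -0.0218 for D2 against D1, as additive background would give. In simulated D2 data the same subtraction took rho from -0.519 to 0.0643 where background had been added, from -0.559 to -0.192 where abundant genes had truly fallen, and from -0.251 to -0.00519 where neither was put in. Subtraction therefore shrinks a real fall as well. The trend of -0.251 arose with no background or fall added to it, and subtraction brought it to -0.00519. Its source was not tested and may be part of the other simulated trends too. It is not shown to be free of background or depth, so no conclusion is drawn from it. With added background and with a real fall, the simulated trends before subtraction were also steeper than the measured -0.314. Background may account for the measured trend, but lower levels of abundant transcripts in stressed mice stay open, because the value of -0.0620 lies between the simulated outcomes.

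Over 99 other splits of the same mice, the difference in signal over background between the groups followed the trend with abundance, with a Spearman's rho of 0.806 in D2 and 0.773 in D1. These splits share their mice, so no p-value is given. The difference was a raw difference of group means, while the trend came from fits with the plate as a covariate. Random groupings of the mice gave trends of up to 0.594 in size in D2 and 0.616 in D1, and 5 and 13 of the 100 splits, the real one included, gave a trend as strong as -0.548 and -0.507. Chance can be excluded in neither compartment. For D2 against D1 the real trend of -0.405 was the only 1 of 100 splits as strong, the highest of the others being 0.271, so chance can be excluded there.

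A similar count of splits was made for the number of genes called. For D2 against D1, swapping the compartments in random sets of mice gave 1 of 100 splits with at least 1213 calls, the real one, and the highest of the others called 85, so chance can be excluded. For stress in D1 and for the sums per mouse edgeR's real count of 0 (1270 and 1556 genes at an unadjusted p under 0.05, and 0 by DESeq2 and by limma) is reached by 100 of 100 splits, as any split reaches 0, so this count decides nothing, and the highest of the others called 298 and 180 genes. By the number of genes at an unadjusted p under 0.05, for which no bound had been set, 4 of the 100 splits reached the real 1294 in D2, 6 the 1270 in D1 and 8 the 1556 in the sums, the real one included. The highest of the others were 1655, 2357 and 2513. These counts rest on mouse C4 and on the plate term. Without C4 they were 832 in D2, 925 in D1 and 986 in the sums, and with no plate term 599, 566 and 575, below the 668.7, 666.5 and 669.4 that no change would give. Chance is therefore not taken as excluded in any of them. A split that calls that many genes points to a structure among the mice that does not follow stress. It may be the difference in signal over background, although splits were not tested for this gene by gene. The value of 0.773 ties that difference to the trend in D1, not to the number of calls. In D1 the split with 298 calls had a difference of -0.1615, against -0.1914 for the real one with 0 calls. A split with 178 calls had 0.2613, and a split with 0 calls had 0.3207. The size of this raw difference alone therefore does not set the number of calls. It was not adjusted for the plate, while the fits were, so these values cannot decide the question for an adjusted difference.

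The share of counts in named genes was lower in D2 than in D1 in 19 of 19 mice. Depth is argued against, because the total count was lower in D2 in 8 of the 19 mice. Background in proportion to the area of a segment, or a lower RNA content of D2 neurons, stays open and was not tested, as the area and number of nuclei of the segments were not used here. Adding the ratio of named to unnamed counts as a covariate to the D2 against D1 comparison left 79 genes of 1213, 72 of them the same genes. That ratio differs between the compartments in every mouse, so the covariate takes up part of the compartment difference, and this count could understate it. Over the 4727 genes kept for subtraction of the median unnamed count, limma called 618 genes before subtraction and 523 after it. Whether these were the same genes was not counted.

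The synaptic lists bear on whether synaptic genes are attenuated in D2 with stress. Among 10000 random lists matched on abundance, the synaptic vesicle list lay at percentile 0.59 in D2 and 6.22 in D1, the postsynaptic list at 62.99 and 39.89, and the GABA synapse list at 73.99 and 60.43. So the trend with abundance could account for the fall of the postsynaptic and GABA lists in both compartments and of the vesicle list in D1. The vesicle list in D2 lay lower than the trend alone would put it. Random lists treat genes as independent, and the members of this list are not. Camera's p for it in D2 was 5.91e-10 with the preset correlation and 0.0717 with the estimated one (adjusted p 0.543, 25 of 25 members lower), so a low percentile is no test between mice. The exact permutation p of the vesicle score was 0.165 in D2, and without mouse C4 the difference went from -0.21 to -0.12. The test of the difference between the compartments gave -0.04 with an exact p of 0.151. The vesicle list lay at percentile 20.38 in the interaction, within the range of random lists, so no value here sets D2 apart from D1 for it, and a smaller difference is not excluded. The vesicle list was also not alone below percentile 2.5. In D2 the astrocyte list lay at 1.0, microglia at 0.19 and projection neuron signalling at 1.82, and in D1 oligodendrocytes at 0.54, microglia at 0.01, projection neuron signalling at 1.70 and oxidative phosphorylation at 2.17. The astrocyte score difference in D2 was -0.27 in plate 1 and 0.25 in plate 2, so its direction did not hold across plates. In the interaction the D2 neuron list lay at 0.84. Cytosolic ribosome genes lay at 99.95 in D2 and 99.93 in D1, and the D2 neuron list at 97.82 in D1.

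The immediate early list had the largest score difference, -0.33 in D2. The trend with abundance is argued against, since no random list matched on abundance lay as low (percentile 0.00), with the same limit that genes were treated as independent. The list lay at 0.02 in D1 and at 0.02 in the interaction. After subtraction of background the difference over the 11 members left was -0.47 (SE 0.24, exact permutation p 0.0648), against -0.46 for the same members before it, which argues against additive background by a narrow margin. The other technical explanations cannot be told apart from stress, because the standard errors are too wide. Without mouse C4 the difference was -0.29 (SE 0.14, exact p 0.0660). It was -0.14 in plate 2 (SE 0.32, 3 mice per group) and -0.41 in plate 1. With the ratio of named to unnamed counts as a covariate beside the plate it went from -0.32 to -0.21 (SE 0.16), and Egr1 in D2 went to -0.51 under that covariate. Chance is not excluded, since the exact permutation p was 0.0351 and the adjusted p over 45 tests 0.745. Handling of the mice at the time of death was not measured in these data and stays open. Lower immediate early expression in D2 of stressed mice may be worth a test in other animals.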
